A study of Caenorhabditis elegans with 16 samples.

How the data were processed

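Per the labels' protocols, cells were sorted on a BD FACSAria III with DAPI to mark dead and dying cells and a purity mask. Cells were loaded on the 10x Chromium platform, and libraries were sequenced on an Illumina NovaSeq with paired ends. In 3 experiments suspensions of separate strains were combined before sorting, per the labels' protocols, so cells of those libraries cannot be assigned to a strain here. The methanol-fixed cells were fixed after sorting, per the labels.

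The deposited values were whole-number UMI counts per gene and cell in 1 matrix of 18570 genes by 151415 cells, with the authors' deposited annotation of library, tissue and class for each cell. The aligner, the genome build, the filters on cells and genes, any background correction and the way classes were assigned are not given in the sources used here, so the counts were used as deposited and no coordinates are printed. Of 87588685 stored matrix entries, 3505163 (4.00%) held the value 0. The WBcel235 gene annotation was used only to mark mitochondrially encoded and ribosomal RNA genes and to find which genes neighbour each other, and 18545 of the 18570 gene identifiers matched it.

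Each cell was assigned to a library by the name of its experiment in the annotation, which matched the labels. The annotation names P-lineage libraries by hours that differ from the label's hours in some cases, and the library of 11 to 14 h was matched as the only name left, so that match is less certain than the others. The 94 cells with an unknown tissue were left out of annotated cells, and 898 cells whose class carries a question mark were left out of classes. Cells were taken as annotated and no doublet caller was run, so doublets in these counts were neither removed nor counted. Shares are of all annotated cells of a library unless another denominator is named. Exact Clopper-Pearson intervals (95%) were computed for shares and exact Poisson intervals for sums of counts. Both cover counting error only and not the variation between animals, sorts or libraries.

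Cells were not treated as replicates. UMI counts were summed per library, or per library and side, and tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr, limma 3.58.1) in R 4.3.3, with a Benjamini-Hochberg adjusted p under 0.05. The comparisons of pharyngeal with other neurons, sensory with motor neurons and neurons with non-neuronal cells also required an absolute log2 fold change of at least 1, took libraries with at least 50 cells on each side, and had library as a block. Levels given beside these tests are CPM over the cells that entered the fit, with library sizes scaled by TMM. Standard errors were computed as the absolute log2 fold change over the square root of the F statistic. Age entered as the middle of the window in the labels, and slopes are given over 10 h. In composition-matched tests the same number of cells of each class was drawn from each library with a fixed seed, from classes with at least 10 cells in every library. Gene lists were tested with camera, with a preset correlation of 0.01, and with fry. Alternatives were DESeq2 1.42.0 (Wald test), its size factors in edgeR, no filter on low counts, a robust spread estimate, sums without mitochondrially encoded and ribosomal protein genes, other minimum numbers of cells, another draw of cells, other blocks, equal weights for classes, and each library left out in turn. Counts were read and summarised with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

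The design, the lists of genes and classes, and the alternatives, except 3 that are named as added later, were fixed before the data were examined. The genes named in the text were, in each tested comparison, the 5 with the smallest p in each direction among those past the threshold with an absolute log2 fold change of at least 1, and the count alone where none passed. Also named were the genes of the fixed lists, the reporter, co-injected and neurotransmitter genes, the 5 largest ratios in each direction between live and fixed cells among genes with at least 100 UMIs in the pair, and the 5 neuropeptide genes detected in most classes. Ratios between live and fixed cells used a pseudocount of 0.5 UMIs. A gene was detected in a class at 50 CPM and 10 UMIs, in classes of at least 20 cells.

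Each tested comparison was first run on simulated counts with 200 genes changed by known folds, drawn from the means and library sizes of the real libraries. The share recovered was 2.53% for the age slope over all cells, 34% for the matched age slope, 38% for flp-7 against pan-neuronal cells, 52.5% for pharyngeal against other neurons, 55.5% for sensory against motor neurons and 49% for neurons against non-neuronal cells. Among genes changed 4-fold it was 5.43%, 61.8%, 69.6%, 89.3%, 94.9% and 95.7% in the same order.

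Genes can be missing from a whole library through a filter whose form is not given in the sources used here, so a gene without counts is described as listed at 0 and no fold is given for it. Replicate numbers of the flp-7 and pan-neuronal libraries were not taken to pair them, since the labels do not say that a number marks a shared batch.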

Results

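Single-cell transcriptomes were collected from larvae of the nematode Caenorhabditis elegans, all hermaphrodites in the first larval stage except at the oldest age sampled, 21 to 24 h after hatching, whose label also names the second stage. Cells were sorted by fluorescence from strains that carry reporters in chosen neurons, and were then captured on the 10x Genomics droplet platform, which tags each captured transcript with a unique molecular identifier (UMI). The 16 libraries fell into 13 groups. A pan-neuronal sort, a sort of flp-7-expressing neurons and a sort of the P lineage at 21 to 24 h had 2 libraries each, and the other groups had 1. The P lineage comprises the postembryonic blast cells that give rise to the ventral cord motor neurons named VA, VB, VC, VD and AS.

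The count table held 151415 cells, 18570 genes and 261228334 UMIs. Libraries held between 3121 and 17326 cells, and their totals ran from 1798814 UMIs in replicate 1 of the pan-neuronal sort to 50689801 UMIs in the P-lineage library of 11 to 14 h. In order of sort, the totals were 11442039 UMIs for command interneurons, 11112115 for sensory neurons, 12201518 for unc-86, 25576635 for eat-4, 22338975 for ceh-34 and unc-4 live cells, 3622602 for the same sort fixed in methanol, 8114344 for mec-3, unc-47, nlp-13 and ceh-10, and 31270161 for unc-4, ceh-2 and acr-2. Replicate 2 of the pan-neuronal sort held 4490666 UMIs. The flp-7 libraries held 2671137 and 9628925 UMIs. The other P-lineage libraries held 11201259 UMIs at 15.5 to 18.5 h, and 15055265 and 40014078 UMIs at 21 to 24 h. The median cell carried 227 UMIs in the shallowest library and 3949 in the deepest, and the share of cells under 500 UMIs ran from 3.46% to 86.4%. Replicate 1 of the pan-neuronal sort and replicate 1 of the flp-7 sort had the lowest totals and medians and the largest shares of cells under 500 UMIs, so detection was most limited in them.

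The authors' annotation placed 89073 cells (58.8%) among neurons, in 126 neuron classes, 1 of which carries a question mark and was left out of the comparisons of classes, and 18506 cells among neuronal progenitors. Neuron classes held between 20 and 6216 cells, with a median of 357.5. Individual libraries contained cells of 44 to 112 neuron classes. Neurons made up 99.2% (95% interval 98.9 to 99.4) and 98.9% (98.6 to 99.1) of annotated cells in the pan-neuronal libraries. In the live ceh-34 and unc-4 library neurons made up 27.5% (26.5 to 28.6), and muscle and mesoderm made up 64.7% (63.6 to 65.7). In the eat-4 library 39.6% (38.8 to 40.3) of cells were muscle and mesoderm. All intervals on shares are exact Clopper-Pearson intervals and cover counting error only.

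**Figure D1:**
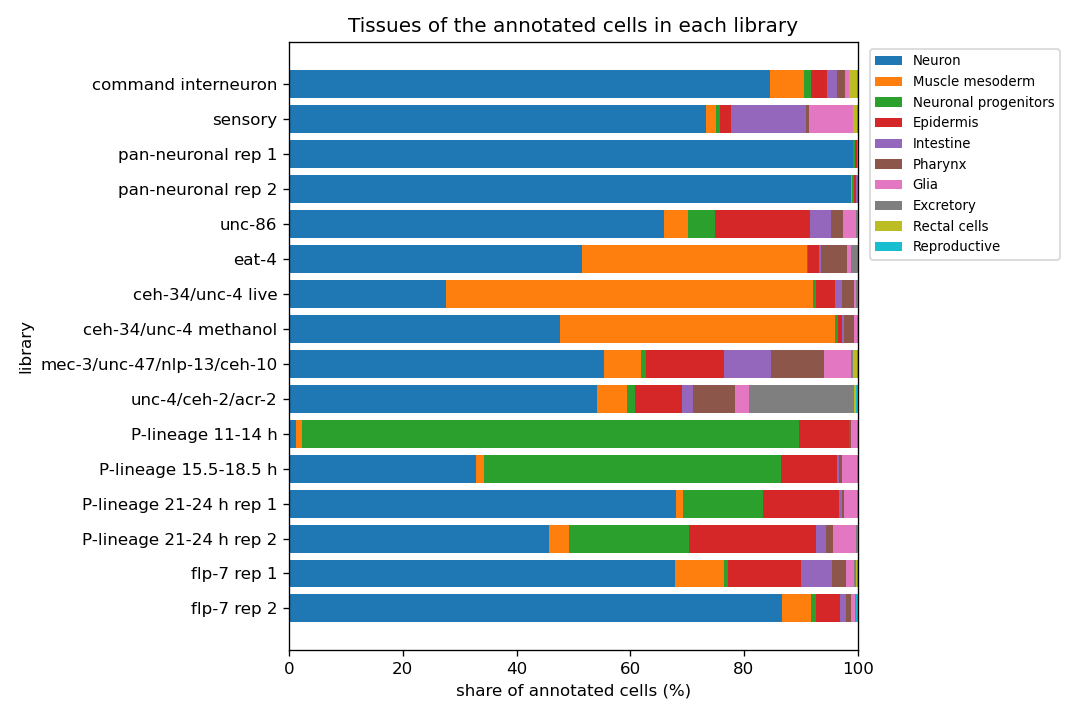
Share of annotated cells (percent, horizontal axis) in each of 10 tissues, as stacked bars for the 16 libraries. Neurons exceed 98.8% of cells in both pan-neuronal libraries and make up 1.15% of the P-lineage library of 11 to 14 h.

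The libraries of each replicated group were compared before they were used together. Over genes with at least 20 UMIs in the pair, the chi-square statistic per degree of freedom was 33.5 between the pan-neuronal libraries, 87.1 between the flp-7 libraries and 182 between the P-lineage libraries of 21 to 24 h. Each pair differed by more than sampling noise, which separate libraries do in any case. The values therefore show only that no library was a copy of its partner, and each library was counted separately. The statistic grows with depth and does not rank the pairs. Across genes, the log2 levels of the same pairs had Pearson correlations of 0.955, 0.811 and 0.959. Summed over only the classes with the larger share in replicate 1, the cell shares differed by 6.79 points between the pan-neuronal libraries. The same sum was 30.5 points between the flp-7 libraries and 24.2 points between the P-lineage libraries. The remaining classes differed by as much in the other direction. The largest differences of a single class were 4.17% against 3.18% for MI, 6.41% against 16.9% for AIN and 18.4% against 11.3% for VD.

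To examine how far each sort enriched its intended classes, which the labels name by class except for command interneurons and sensory neurons, the share of those classes was set against the pan-neuronal sort. With 1 library in most groups these differences had no replicate check, and the sort itself set the shares. In the command interneuron sort, AVA, AVB, AVD, AVE and PVC made up 6.16% of annotated cells (95% interval 5.76 to 6.59), against a mean of 1.45% in the pan-neuronal libraries, which gives a ratio of 4.25. Sensory classes made up 70.4% (69.5 to 71.4) of the sensory sort against 12.0%. RIR, RIH and RIP made up 3.30% (2.96 to 3.67) of the unc-86 sort against 0.370%. NSM, RIB, RID, CAN, PLM, ALM, FLP and PVT made up 11.8% (11.1 to 12.5) of the sort on mec-3, unc-47, nlp-13 and ceh-10, against 1.73%. DA, DB, SAB, I3, M3 and NSM made up 6.38% (5.99 to 6.79) of the sort on unc-4, ceh-2 and acr-2, against 1.18%. Pharyngeal neurons with SAB and DA made up 17.0% (16.2 to 17.9) of the live ceh-34 and unc-4 cells and 37.9% (36.2 to 39.6) of the methanol-fixed ones, against 8.05%. Pharyngeal neurons were 1311 of these 1312 live cells and 1180 of these 1182 fixed cells. In the pan-neuronal libraries they were 535 of 542 and 457 of 478, so SAB and DA themselves were not enriched. Among the sorts of this paragraph the live and fixed pair moved most in percentage points, to 61.7% and 79.4% as shares of neurons alone, against 8.13% in the pan-neuronal sort. Among cells with at least 500 UMIs the pair stood at 9.25% and 16.5% and the pan-neuronal mean at 2.18%, so the ratios to it rose from 2.11 to 4.25 in live cells and from 4.70 to 7.60 in fixed ones.

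The label of the flp-7 sort names SAA neurons. These made up 1.51% (80 of 5292 cells, 95% interval 1.20 to 1.88) of replicate 1 and 0.398% (47 of 11797 cells, 0.293 to 0.529) of replicate 2, while the pan-neuronal libraries held 3 and 1 such cells. The flp-7 replicates thus differed from each other by more than counting error. Most SAA cells were shallow. Among cells with at least 500 UMIs there were 2 SAA cells in replicate 1 and 11 in replicate 2, shares of 0.134% in each.

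The genes whose promoters drive the sort reporters, and genes co-injected with them, were used to check each library against its label. A read from the reporter cannot be separated from a read of the gene itself in these counts. Over 26 genes there were 44 pairs of a gene and a library whose label names it. In 36 pairs the level, in CPM (the gene's UMIs scaled to a common library total) over annotated cells, lay above the median of the other libraries, and in 24 it lay above each of them. Levels in named libraries reached 2020 CPM for eat-4 (exact Poisson 95% interval 2002 to 2037, counting error only) against at most 167 CPM elsewhere, 855 CPM for unc-86 (839 to 872) against at most 359, and 2269 CPM for unc-47 (2236 to 2302) against at most 494. The level of ceh-2 was 387 CPM (380 to 394) against at most 32.9 elsewhere. The co-injected rol-6 stood at 1249 CPM (1236 to 1263) in the eat-4 library against at most 79.2 elsewhere. In the flp-7 libraries flp-7 stood at 949 and 1019 CPM against at most 444 elsewhere.

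In 8 pairs the level lay below the median of the other libraries. The gene odr-1 accounted for 5 of these, with 1.23 CPM in the unc-86 library and a listed value of 0 in the 4 P-lineage libraries. In the live ceh-34 and unc-4 library rgef-1 stood at 8.98 CPM against a median of 42.3. The gene unc-4 stood at 4.76 CPM in the live library and 3.04 CPM in the fixed one, against a median of 9.03 CPM in libraries whose label does not name it. Among neurons alone, unc-4 was 1.48 higher on the log2 scale in the live library than the median of those libraries, so the direction in that library depended on which cells were counted. In the fixed library its log2 ratio over neurons was -0.08, from 10 UMIs. The interval of that level, 6.81 to 26.1 CPM, covers the median of 15.0 CPM, so no direction is resolved there. For nlp-13 the direction also depended on which cells were counted. The log2 ratio of its named library to the others was 0.22 over all annotated cells and -0.53 over neurons. Over all annotated cells the highest level of dpy-20, 932 CPM, occurred in the command interneuron library, whose label does not name it. Over neurons that library stood at 1214 CPM, below the live and fixed ceh-34 and unc-4 libraries, which are named for dpy-20, at 1405 and 1329 CPM.

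The P-lineage libraries followed one strain over 3 age windows, to show how blast cells turn into motor neurons. Neuronal progenitors made up 87.4% (95% interval 86.8 to 88.0) of annotated cells at 11 to 14 h and 52.2% (51.0 to 53.3) at 15.5 to 18.5 h. At 21 to 24 h they made up 14.2% and 21.2% in the replicates, a mean of 17.7% ± 4.96 (SD, n = 2). The VA, VB, VC, VD and AS neurons rose from 0.492% (0.371 to 0.640) to 30.3% (29.3 to 31.4), and then to 62.6% and 41.9% in the replicates, with a mean of 52.3% ± 14.7 (SD, n = 2). For progenitors each difference between ages exceeded the difference between the replicates at 21 to 24 h. For the neurons, the rise from 11 to 14 h to either later age exceeded that difference clearly, and the rise of the mean from 15.5 to 18.5 h to 21 to 24 h exceeded it only slightly. No test was made on the shares, and the first and second ages had 1 library each. Non-neuronal cells made up 11.4%, 15.0%, and 17.7% and 33.2% in the same order. The replicates at 21 to 24 h differed by more than the libraries of 11 to 14 h and 15.5 to 18.5 h did in this respect. These cells include the class Pn.p_lineage, annotated as epidermis, whose name places it in the P lineage. At 21 to 24 h that class held a mean of 14.0% of cells, against 25.4% for all non-neuronal cells. Non-neuronal cells of these libraries are thus not all from outside the lineage.

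**Figure D2:**
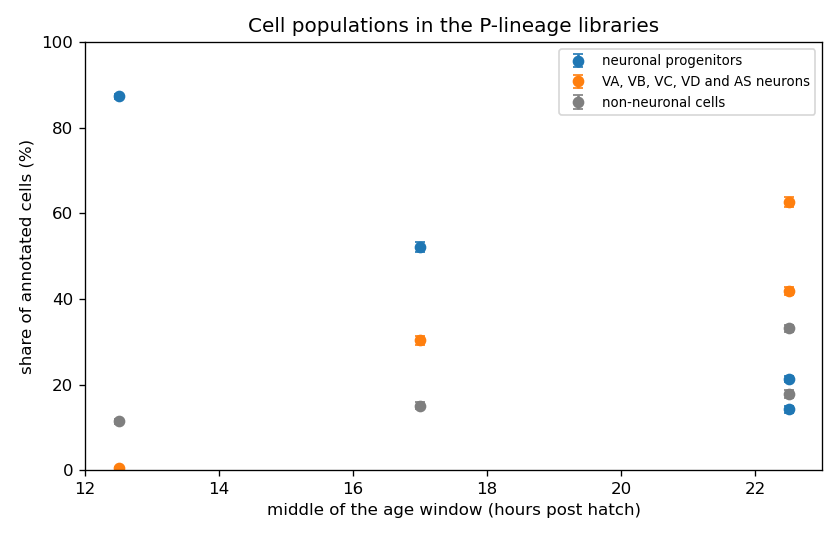
Share of annotated cells (percent) against the middle of the age window (hours post hatch) in the 4 P-lineage libraries, with exact 95% binomial intervals that are mostly smaller than the points. Progenitors fall from 87.4% to 14.2% and 21.2%, while VA, VB, VC, VD and AS neurons rise from 0.492% to 62.6% and 41.9%.

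Single progenitor classes were prominent at different ages. The class annotated P0 held 25.2% (24.4 to 26) of cells at 11 to 14 h, 0.0278% (0.00337 to 0.100) at 15.5 to 18.5 h, and 0.0686% and 0.119% at 21 to 24 h. The class Pn.a fell from 18.6% to 9.06%, and stood at 1.44% and 2.54% at the oldest age. The classes Pn.aa and Pn.ap peaked at 15.5 to 18.5 h, at 10.6% (9.88 to 11.3) and 20% (19.1 to 21.0). At 11 to 14 h they held 1.11% and 3.25%, and at 21 to 24 h 1.18% and 3.18% for Pn.aa and 4.99% and 7.29% for Pn.ap. No Pn.aaa cell was seen among 11176 cells at 11 to 14 h, which allows a share of up to 0.0330%, against 4.48% (4.01 to 4.98) at 15.5 to 18.5 h, and 4.01% and 5.58% at 21 to 24 h. VD neurons were the most numerous of the neuron types at the later ages, with 11.7% at 15.5 to 18.5 h, and 23.2% and 15.5% at 21 to 24 h.

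Levels of Hox genes and other transcription factors fixed beforehand were read from the summed counts of the same libraries. The Hox gene lin-39 stood at 358 CPM at 11 to 14 h, 1000 CPM at 15.5 to 18.5 h, and 834 and 732 CPM at 21 to 24 h. The corresponding levels were 140, 462, 393 and 307 CPM for ceh-13, 34.1, 141, 164 and 162 CPM for mab-5, and 1.54, 10.0, 37.2 and 51.1 CPM for egl-5. The genes nob-1 and php-3 were listed at 0 in each library except replicate 2 at 21 to 24 h, where they stood at 0.577 and 0.502 CPM. Of the neuronal regulators, unc-30 rose from 35.6 to 962 CPM and stood at 1290 and 703 CPM at the oldest age. The gene unc-3 rose from 63.6 to 451 CPM and stood at 709 and 498 CPM. Levels of unc-4 were 23.5, 285, 268 and 240 CPM, and those of unc-55 were 73.5, 266, 150 and 105 CPM. The proneural gene hlh-3, whose promoter drives the sort reporter, fell from 341 to 121 CPM and stood at 47.1 and 67.3 CPM, and hlh-14 fell from 355 to 157 CPM and stood at 72.3 and 73.9 CPM. The gene unc-86 did not exceed 15.4 CPM and lin-22 did not exceed 0.803 CPM in these libraries. These levels are over all annotated cells, whose mix of classes differed between the libraries.

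To test gene by gene for change with age, counts were summed per library and a slope on age was fitted over the 4 libraries. With all annotated cells, 0 of 12463 genes passed the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while 3856 genes had an unadjusted p under 0.05 and 3129 genes passed in DESeq2's Wald test. The alternative with the largest effect in edgeR was leaving out the library of 15.5 to 18.5 h, after which 2828 genes passed in a fit of the other 3 libraries. On counts simulated at this size and spread, the same procedure recovered 2.53% of the changed genes, so the count of 0 does not show an absence of change.

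The same slope was tested on composition-matched cells, to separate change within classes from change in which classes were present. The same number of cells of each of 16 classes was drawn from each library, 1638 cells per library, and summed. The largest class was Pn.p_lineage, annotated as epidermis, with 587 cells. The only neurons were 40 VA1 and 15 VD1 cells, so the test says little about change within motor neurons. The sums held between 3256555 and 6851822 UMIs. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 0 of 9286 genes passed, 1593 genes had an unadjusted p under 0.05, and 546 genes passed in DESeq2's Wald test. Without the library of 15.5 to 18.5 h, 862 genes passed, and without that of 11 to 14 h, 6 genes did. Simulated changes were recovered in 34% of genes. Across genes, which are not independent replicates, the slopes before and after matching had a Pearson correlation of 0.822. The matched cells are also part of the full sums, so the slopes share data.

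Gene lists fixed beforehand were tested along the same slope in all annotated cells. The mix of classes changed with age in these cells, and the lists were not tested in matched cells. The slopes and p-values below can therefore reflect which classes were present. The cell cycle list held 26 genes, of which 24 were tested, and all 24 had a negative slope, with a median of -2.40 on the log2 scale over 10 h. The camera test with its preset correlation of 0.01 gave p = 6.91e-23 and fry, which estimates the correlation between genes from the data, gave p = 0.0196. Of the 25 genes of the pan-neuronal list, 24 had a positive slope, with a median of 3.45 over 10 h, a camera p of 4.34e-13 and a fry p of 0.0236. The exception was tbb-1, named after its values were seen, which fell from 900 CPM at 11 to 14 h to 308 and 274 CPM at 21 to 24 h. Both calls held under fry, and neither held in camera with an estimated correlation, where p was 0.103 for the cell cycle list and 0.167 for the pan-neuronal list. The fry call of the cell cycle list was lost without each of the 4 libraries, with medians of -1.83 without that of 11 to 14 h, -2.40 without that of 15.5 to 18.5 h, and -2.16 and -2.53 without replicates 1 and 2 of 21 to 24 h. In the same order the pan-neuronal median was 2.26, 3.62, 3.26 and 3.95, and its fry call was kept only without replicate 2 of 21 to 24 h. Single genes passed in 0 cases over all genes tested, and in 23 of the cell cycle and 22 of the pan-neuronal genes when adjusted over the list alone. The median level of the cell cycle list was 247, 124, and 45.9 and 62.8 CPM in order of age, and that of the pan-neuronal list 12.2, 73.3, and 308 and 196 CPM.

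**Figure D3:**
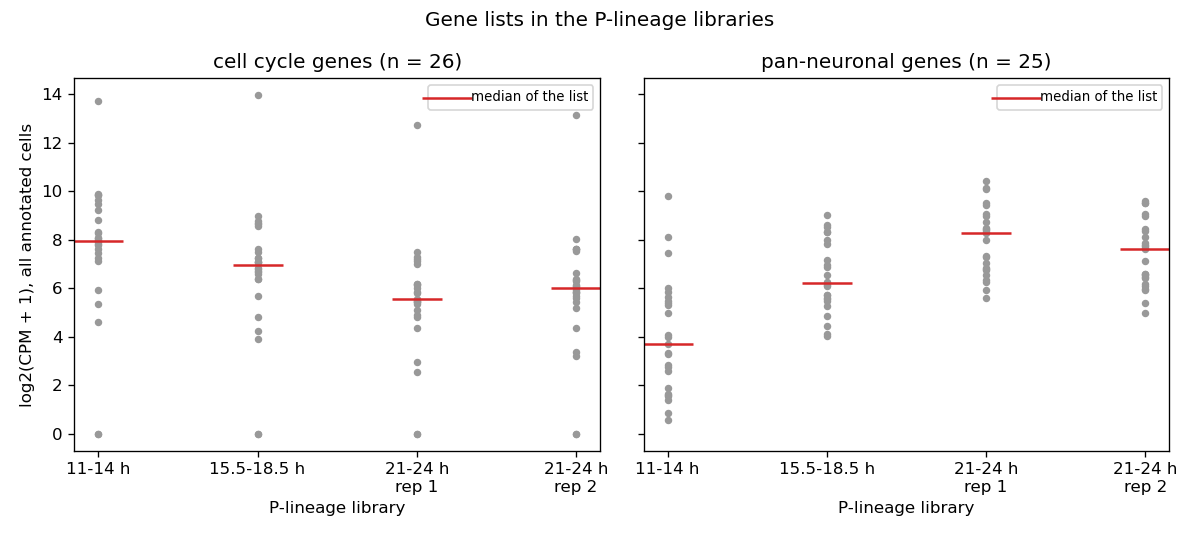
Level of each gene, as log2(CPM + 1) over all annotated cells, for the cell cycle and pan-neuronal lists in the 4 P-lineage libraries, with the median of each list as a red line. The cell cycle median falls from 7.95 to 5.55 and 5.99, and the pan-neuronal median rises from 3.72 to 8.27 and 7.62.

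The only contrast between neuronal sorts with 2 libraries on each side was that of flp-7 against pan-neuronal cells. Strain, sort and age changed together in it, 14 to 17 h against 11.5 to 14.5 h, and cannot be told apart. The matrix also differed between the sorts, since 1.15% and 1.04% of stored entries were 0 in the pan-neuronal libraries and none were in the flp-7 libraries, so a difference in the processing before deposit is confounded with the contrast as well. In sums of 773 cells per library from 10 matched classes, 246 of 3193 genes passed in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 141 higher and 105 lower in the flp-7 libraries. The count rested on the pan-neuronal libraries. It was 9 without pan-neuronal replicate 1 and 31 without replicate 2, and 462 without flp-7 replicate 1. DESeq2's Wald test passed 162 genes. The matched sums held between 191139 and 552369 UMIs per library, and 38% of simulated changes were recovered.

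Among genes higher in the flp-7 libraries, those with the smallest p were heat-shock genes. The log2 fold change was 9.21 ± 0.627 (SE) for hsp-16.48, 8.55 ± 0.622 for F44E5.4, 7.07 ± 0.550 for hsp-16.2, 8.19 ± 0.645 for F44E5.5 and 5.39 ± 0.478 for hsp-16.41. Adjusted p-values of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment ran from 9.83e-05 for hsp-16.48 to 0.000226 for hsp-16.41, and all 5 genes were higher in 2 of 2 flp-7 libraries than in either pan-neuronal library. In the matched cells F44E5.4 stood at 46461 and 38236 CPM in the flp-7 libraries and at 88.1 and 133 CPM in the pan-neuronal libraries. The level of hsp-16.48 in the matched pan-neuronal cells, 10.4 and 8.28 CPM in sums of 191139 and 504994 UMIs, rests on very few UMIs, so its fold is imprecise. F44E5.4 and F44E5.5, and the hsp-16 genes, belong to families of similar genes, and how reads shared within a family were counted is not given in the sources used here, so the division of counts between them is uncertain.

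The lower genes with the smallest p began with C18A3.20, which lies within 20 kb of rab-3, the gene whose promoter drives the pan-neuronal reporter. C18A3.20 was listed at 0 in both flp-7 libraries and stood at 700 and 625 CPM in the matched pan-neuronal cells. K09F6.13 was lower by a log2 fold change of -3.48 ± 0.462 (SE) and ZK154.6 by -2.97 ± 0.435. F09E10.7 stood at 0 and 2.00 CPM in the matched flp-7 cells against 62.2 and 89.0 CPM, too few UMIs for a fold, and hot-9 had 0 UMIs in the matched flp-7 cells against 67.4 and 66.3 CPM. The adjusted p in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.000144 for C18A3.20 and at most 0.00714, for ZK154.6, among these 5, and each was lower in 2 of 2 flp-7 libraries than in either pan-neuronal library. All but C18A3.20 lost significance without pan-neuronal replicate 1.

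Neurons of the pharynx form a nervous system of their own, and they were compared with all other neurons in 9 libraries that held at least 50 cells of each, with library as a block. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2455 of 8327 genes passed with an absolute log2 fold change of at least 1. Of these, 659 were higher and 1796 lower in pharyngeal neurons. Without the library block the count was 954, with 301 higher and 653 lower. Simulated changes were recovered in 52.5% of genes. The higher genes with the smallest p were Y38H6C.20, with a log2 fold change of 7.21 ± 0.385 (SE), Y52E8A.3 with 7.54 ± 0.411, nhr-136 with 5.74 ± 0.354, ceh-34 with 7.48 ± 0.470 and crm-1 with 5.19 ± 0.327. The lower ones were C12D5.3 with -6.97 ± 0.362, Y41E3.5 with -9.18 ± 0.519, nlp-61 with -7.27 ± 0.418, C12D5.4 with -8.08 ± 0.468 and M03D4.3 with -6.15 ± 0.364. On the side with the lower level, 0 UMIs were counted in 8 of the 9 libraries for Y41E3.5, 7 for C12D5.4, 5 for nlp-61, 3 for C12D5.3, 2 each for Y52E8A.3 and nhr-136, and 1 each for Y38H6C.20, ceh-34 and M03D4.3, so these folds depend in part on the prior count of the fit. Each of the 10 changed the same way in 9 of 9 libraries, with adjusted p-values between 3.31e-08 and 5.36e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The homeobox gene ceh-34 stood at a mean of 716 CPM in pharyngeal and 5.16 CPM in other neurons, and its promoter drives the reporter of 2 of these libraries.

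Sensory neurons were compared with motor neurons in 13 libraries in the same way. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3345 of 9014 genes passed, with 2476 (74.0%) higher in sensory neurons and 869 lower. Without the library block 1294 genes passed, of which 59.4% were higher. Simulated changes were recovered in 55.5% of genes. The genes higher in sensory neurons with the smallest p were dac-1, with a log2 fold change of 10.70 ± 0.419 (SE), rpi-1 with 8.75 ± 0.381, gpa-18 with 9.16 ± 0.399, mks-5 with 8.68 ± 0.392 and ZC190.6 with 9.26 ± 0.425. The level of dac-1 averaged 377 CPM in sensory and 0.00632 CPM in motor neurons, and the other 4 averaged between 0.0261 and 0.0388 CPM in motor neurons. Motor neurons had 0 UMIs of each of these 5 genes in 11 or 12 of 13 libraries, so their folds depend on the prior count of the fit. The lower genes were hot-8 with -4.49 ± 0.360, unc-46 with -6.21 ± 0.50, glb-22 with -4.85 ± 0.399, twk-48 with -5.27 ± 0.437 and M176.5 with -4.52 ± 0.380. Sensory neurons had 0 UMIs of unc-46 in 6, of twk-48 in 5, of glb-22 in 4, of hot-8 in 3 and of M176.5 in 1 of the 13 libraries, so these folds depend on the prior count too. All 10 changed the same way in 13 of 13 libraries, and their adjusted p in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was at most 5.86e-09.

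The last comparison of this kind set neurons against the non-neuronal cells that passed the neuronal sorts, in 15 libraries. Such cells can hold neuronal RNA, and they include the Pn.p_lineage cells, which are annotated as epidermis. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 9080 of 14994 genes passed, 4396 higher and 4684 lower in neurons, and 4830 passed without the library block. Simulated changes were recovered in 49% of genes. Higher in neurons were snn-1, with a log2 fold change of 5.41 ± 0.247 (SE), cmk-1 with 5.14 ± 0.242, unc-2 with 4.99 ± 0.236, nca-2 with 5.28 ± 0.251 and oig-1 with 6.37 ± 0.310. Lower were spp-10 with -7.15 ± 0.359, ttr-18 with -5.72 ± 0.311, R13H4.2 with -6.92 ± 0.383, ZK1058.9 with -5.58 ± 0.319 and tts-1 with -5.96 ± 0.342. On the side with the lower level, 0 UMIs were counted in 3 of the 15 libraries for spp-10, 2 for oig-1, and 1 each for nca-2, cmk-1, ttr-18, ZK1058.9 and R13H4.2. Of these 10 genes, 9 changed the same way in 15 of 15 libraries and spp-10 did in 14 of 15, with 0 UMIs on both sides in pan-neuronal replicate 2, with adjusted p-values of at most 2.73e-10 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. How the authors assigned classes is not given in the sources used here, so genes used to name the classes can be among the calls of these 3 comparisons.

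Live and methanol-fixed cells of the ceh-34 and unc-4 sort were compared to see what fixation changed. Each state had 1 library, so the differences have no replicate check and no test was made. The live library held 7716 annotated cells with a median of 2108 UMIs and 626 genes, and the fixed library 3120 cells with a median of 738.5 UMIs and 323 genes. After each cell was thinned to 500 UMIs, which left out 1532 live and 1144 fixed cells, the medians were 269 and 243 genes. Neurons made up 27.5% (95% interval 26.5 to 28.6) of live and 47.7% (45.9 to 49.5) of fixed cells, and pharyngeal classes 61.7% (59.6 to 63.8) and 79.3% (77.2 to 81.3) of the neurons. Mitochondrially encoded genes took 3.06% of UMIs in live and 1.32% in fixed cells. Ribosomal RNA genes took 4.93% and 24.6%, and ribosomal protein genes took 25.9% and 5.07%.

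Gene levels were set side by side in 2602 cells of each state from 26 matched classes. Across 6014 genes with at least 100 UMIs in the pair, the log2 levels had a Pearson correlation of 0.817 over genes, and 4.02% of genes were more than 4-fold higher and 2.03% more than 4-fold lower in fixed cells. The median gene was itself 0.46 higher in fixed cells on the log2 scale, so these shares are not centred on the typical gene. The 5 lowest log2 ratios belonged to 3 ribosomal protein genes and to 2 genes with 0 UMIs in the matched fixed cells. On the log2 scale rpl-41.2 was lower in fixed cells by -11.72, from 6529 CPM (exact Poisson 95% interval 6467 to 6591) to 1.79 CPM (0.656 to 3.89), rpl-38 by -10.91 and rps-22 by -9.03. In the fixed library 99.6% of the matrix entries stored for rpl-41.2 were 0. The mitochondrial gene nduo-3 had 2353 UMIs in live and 0 in fixed cells, and mec-17 had 177 and 0. The highest log2 ratios of fixed to live cells were 4.00 for rga-2, from 3.66 CPM (2.35 to 5.45) to 59.6 CPM (51.6 to 68.4), 3.63 for ZK662.2, 3.52 for C03F11.4, 3.46 for cubn-1 and 3.45 for rle-1. With another draw of cells the log2 ratio of ZK662.2 was 1.89.

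To describe signalling across the nervous system, the number of neuron classes with each neuropeptide gene was counted, a gene being detected in a class at 50 CPM and 10 UMIs or more. In 125 classes of at least 20 cells, 120 of 141 neuropeptide genes were detected in at least 1 class. These comprised 30 of 30 flp genes, 62 of 74 nlp genes and 28 of 37 ins genes. A class had a median of 21 detected neuropeptide genes, from 1 in PLN and PVW, which held 59 and 129 cells, to 56 in AWA, which held 506 cells. The threshold moved these numbers most. At 200 CPM, 113 genes were detected and the median per class was 12. Detected in most classes at 50 CPM were nlp-11 in 87, flp-9 in 84, flp-5 in 83, nlp-18 in 77 and nlp-21 in 75. Their levels in body wall muscle, which served as background, were 4.65, 4.63, 8.34, 35.2 and 3.76 CPM. In the live ceh-34 and unc-4 library, muscle and mesoderm cells had a median of 3478 UMIs and neurons 541, so free RNA would weigh less in muscle. Low levels in muscle therefore do not exclude free RNA behind some detections in neurons. The order of the 5 genes depended on the rule of detection. At 20 CPM flp-9 was detected in 97 classes and nlp-11 in 92, and at 200 CPM flp-5 was detected in 63 and nlp-11 in 46. With detection required in at least 2 libraries flp-5 was detected in 80, flp-9 in 79, nlp-21 in 78 and nlp-11 in 76. In exactly 1 class 6 genes were detected. The number of genes detected and the total UMIs of a class had a Spearman correlation of 0.313 over classes.

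**Figure D4:**
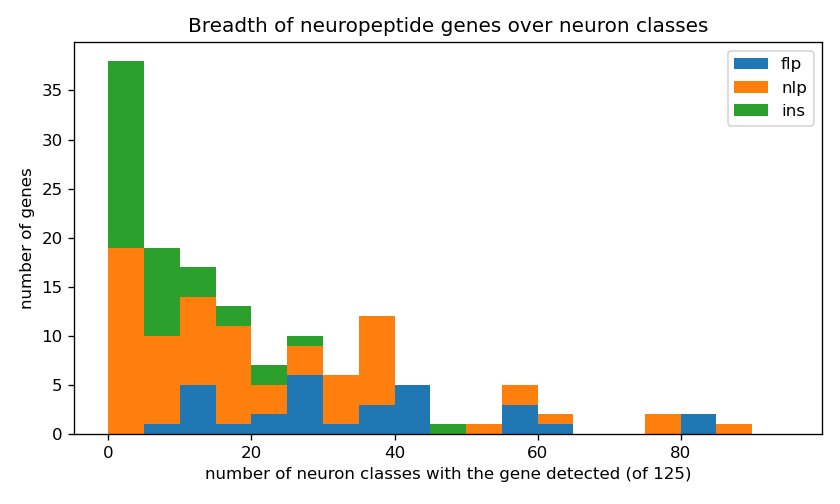
Number of neuropeptide genes (vertical axis) by the number of neuron classes in which each was detected (horizontal axis, of 125 classes), stacked by family. Most genes lie toward the left, and at 50 CPM in counts summed over libraries the highest value is 87, for nlp-11.

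Neurotransmitter genes were counted by the same rule. The vesicular glutamate transporter gene eat-4 was detected in 46 classes, at 139 CPM in body wall muscle, and in 44 of the 123 classes that kept at least 20 cells once the library sorted on its reporter was left out. Without that library it was detected in 29 of those 123 classes. Acetylcholine genes unc-17 and cho-1 were detected in 45 and 38 classes. Of the GABA genes, unc-25 was detected in 38 classes, unc-47 in 21, unc-46 in 14 and snf-11 in 14. Over the classes that kept at least 20 cells without the library sorted on the unc-47 reporter, unc-47 was detected in 18 with that library and in 12 without it. In muscle, snf-11 stood at 81.5 CPM, and it was detected in 6 classes when 3 times that level was required as well. At 200 CPM unc-25 was detected in 17 classes and snf-11 in 6. Of the monoamine genes, the vesicular transporter gene cat-1 was detected in 9 classes, tdc-1 in 7, mod-5 in 5, tph-1 in 3, cat-2 and dat-1 in 2 each, and tbh-1 in 1. At 200 CPM cat-1 was detected in 7 classes and tdc-1 and mod-5 in 2 each. The highest levels lay in ADE for cat-2, at 807 CPM, in CEP for dat-1, at 2151 CPM, in NSM for tph-1, at 1100 CPM, and in RIC for tbh-1, at 2330 CPM. ADE held only 38 cells and 14868 UMIs, and CEP stood at 638 CPM for cat-2, so the order of these classes for cat-2 is uncertain.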

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

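No test in this part was chosen only after its result was seen. The count matrix stores entries with the value 0, which an unprocessed sparse matrix would leave out, and they add nothing to the summed counts that the report compares. They were present in 9 of 16 libraries, and made up 32.7% of stored entries in the methanol-fixed library against 1.04% to 14.7% in the other libraries that have them. A background correction with rounding, run per library, would turn counts of genes from other cell types into 0 more often than counts of a cell's own genes. In 7 of the 7 libraries where this could be tested, the zero share of body wall muscle gene entries was larger in neurons (12.3% to 63.0%) than in body wall muscle cells (0.419% to 13.8%). The pattern is consistent with such a correction, whose kind and strength stay open. No biological explanation was tested.

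Ribosomal protein genes stood at a low share of the methanol-fixed library. If a correction took their counts out, their stored entries should be 0 more often than those of other genes. In that library 69.7% of entries of ribosomal protein genes were 0 against 29.5% for all other genes, a ratio of 2.36, and the shares were 99.6% for rpl-41.2, 99.7% for rpl-38 and 99.2% for rps-22. The low level of these genes in fixed cells may therefore come from the processing of that library. An effect of fixation on them stays open, since 1 library of each kind was made.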

How the results depend on the processing

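The alternatives without heat-shock genes, with only genes seen in all 4 libraries, and without a gene's own sort were chosen after seeing the data. Of 114 values that answer a comparison under an alternative, 68 were labelled kept, 44 moved, 2 no longer significant and 0 reversed. A number of genes was labelled moved past 1.5 times its main value, and a share outside the interval of its main value. Neither rule uses a direction or a side of the threshold. The tally does not capture every fry call of the gene lists that was lost with 1 library left out. Of 481 values of single genes, 446 were labelled kept, 29 moved, 4 no longer significant and 2 reversed. Except where a cause is named, the cause was not tested.

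The number of genes changing with age over all annotated cells was 0 in edgeR, 3129 in DESeq2 (2076 higher and 1053 lower) and 856 without a filter on low counts. With 1 library left out it ran from 0 to 2828, the latter without the library of 15.5 to 18.5 h. In composition-matched cells it was 0 in edgeR, 546 in DESeq2, 811 without a filter, 11 with a robust spread estimate, 3 with another draw of cells and 7 with 20 cells per class. With 1 library left out it ran from 0 to 862, the latter without the library of 15.5 to 18.5 h, and was 6 without that of 11 to 14 h. The number of genes changed with age is therefore undetermined.

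For flp-7 against pan-neuronal cells the count was 246, against 162 in DESeq2, 416 without a filter, 394 with another draw of cells and 370 with 20 cells per class. With 1 library left out it ran from 9, without pan-neuronal replicate 1, to 462, without flp-7 replicate 1, and it was 31 without pan-neuronal replicate 2. The remaining library of a sort is then assumed to vary like the others. With the replicate number as a block (replicate block) the count was 406, with 224 higher and 182 lower. The correlation of deviations of libraries with the same number was -0.0417 over genes, so the libraries share only a number. Without heat-shock genes 231 genes passed, 223 of them shared with the 246, and with only genes seen in all 4 libraries 241 passed, 237 of them shared.

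Without the library block the count was 954 for pharyngeal against other neurons (301 higher and 653 lower), 1294 for sensory against motor neurons (768 and 526) and 4830 for neurons against non-neuronal cells (2332 and 2498), and filterByExpr kept fewer genes in each. Leaving out single libraries was not run for these 3 comparisons, since more than 5 libraries entered each.

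The median slopes of the gene lists, -2.40 for the cell cycle and 3.45 for the pan-neuronal list, kept their size but lost significance in camera with an estimated correlation. With 1 library left out the cell cycle median ran from -2.53 to -1.83 and the pan-neuronal median from 2.26 to 3.95.

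As shares of neurons, the intended classes made up 7.28% of the command interneuron sort, 96.1% of the sensory sort, 5.01% of the unc-86 sort, 61.7% and 79.4% of the live and fixed ceh-34 and unc-4 sort, 21.2% of the mec-3, unc-47, nlp-13 and ceh-10 sort, 11.8% of the unc-4, ceh-2 and acr-2 sort and 2.23% and 0.459% of flp-7 replicates 1 and 2. The smaller denominator raises each of these by construction. In the ceh-34 and unc-4 sort, 1311 of the 1312 live and 1180 of the 1182 fixed cells of these classes were pharyngeal neurons. Among cells with at least 500 UMIs the shares were 4.56% in the unc-86 sort, 9.25% and 16.5% in the live and fixed ceh-34 and unc-4 sort, 16.1% in the mec-3, unc-47, nlp-13 and ceh-10 sort, and 0.134% and 0.134% for SAA in the flp-7 libraries. The pan-neuronal mean for the classes of the ceh-34 and unc-4 sort fell as well, to 2.18%, so that the ratios to it rose to 4.25 in live and 7.60 in fixed cells, and the ratio of the unc-4, ceh-2 and acr-2 sort rose from 5.40 to 10.3, with 1 of 849 such cells in pan-neuronal replicate 1 and 45 of 3869 in replicate 2 behind it. The ratio fell from 5.88 to 4.04 for the sensory sort, from 4.25 to 4.04 for the command interneuron sort and from 47.6 to 10.3 for SAA in flp-7 replicate 1, where 2 cells are set against 0 and 1 in the pan-neuronal libraries. Progenitors then made up 89.7% at 11 to 14 h, 56.3% at 15.5 to 18.5 h, and 16.7% and 23.8% at 21 to 24 h, and VA, VB, VC, VD and AS neurons 28.6% at 15.5 to 18.5 h, and 61.9% and 45.4% in replicates 1 and 2 of 21 to 24 h.

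Thinning cells to 500 UMIs changed the log2 ratio of median genes per cell, fixed over live, from -0.95 to -0.15. Neuropeptide genes detected in exactly 1 class numbered 10 at 20 CPM, and the median per class was 12 at 200 CPM. Over neurons only, the log2 ratio to the other libraries reversed for unc-4 in the live ceh-34 and unc-4 library, to 1.48, and for nlp-13 in its sort, to -0.53. Depth limits replicate 1 of the pan-neuronal sort and replicate 1 of the flp-7 sort most, with 86.4% and 71.6% of cells under 500 UMIs.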

Other observations

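Chosen only after the result was seen were the tests of unc-54 in the eat-4 library, of genes that neighbour reporter genes, and of class mix for those neighbours.

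The 3 comparisons within libraries were repeated with the sides swapped at random within libraries. For pharyngeal against other neurons 1 of 100 assignments, the real one, gave as many genes, and the next highest gave 1442. For sensory against motor neurons 1 of 100 did, with 1905 as the next highest, and for neurons against non-neuronal cells 1 of 40 did, with 6648 as the next highest. No other assignment reached the real count in any of the 3 comparisons. The smallest share this test can give is 1 of 100, 1 of 100 and 1 of 40. Genes used to name the classes can be among the calls, which favours the real sides. The test therefore argues only against a random labelling of the sides. The next highest assignments differed from the real sides in 1, 1 and 2 libraries, and the median of the other assignments was 0 genes in each comparison.

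The body wall muscle myosin gene unc-54 took 2.43% of all UMIs and stood at a median of 32048 CPM in neurons, from 32.3 to 199819 CPM over libraries. Free RNA or fragments of muscle would bring other muscle genes in the ratio seen in muscle. In 13 libraries the ratio of unc-54 to those genes in neurons exceeded that in muscle by a median of 3233 times, which argues against it. In the eat-4 library alone that ratio was 1.38, so muscle RNA may account for unc-54 there. Reporter constructs that end in unc-54 sequence predict more unc-54 in neurons than in other cells outside muscle, and in 12 of 16 libraries neurons had over 2 times the level. The exceptions were the eat-4 library, at 0.726, and the P-lineage libraries of 15.5 to 18.5 h, at 0.360, and of 21 to 24 h, at 0.414 and 0.955. The reporter sequences themselves were not used here, so this remains a hypothesis.

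Genes at 20 times or more the level of each other sort could mark reporter constructs that carry sequence next to the promoter gene. Of 89 such genes 12 lay within 20 kb of a gene in the strain label, against 74 of 47210 pairs of other genes and strains (Fisher's exact test, two-sided, p = 1.24e-19, odds ratio 99.3). That test takes genes as independent, while several of the 12 lay near the same label gene, so its p overstates the evidence. For dod-6 and T20G5.15 near unc-47, cells of the same class in other strains came within 2.21 times, so the mix of classes may account for them. For 6 of the other 10 genes the level was a median of 350 times that of such cells, from 64.3 to 5355, which argues against class mix. For fipr-16, ZK512.10, C18A3.20 and C18A3.16, cells of the same class predicted under 3 UMIs while between 310 and 8541 were counted, and no ratio is given. The 10 genes were fip-3, C06E1.7 and fipr-16 near glr-1, ZK512.7 and ZK512.10 near eat-4, C18A3.20 and C18A3.16 near rab-3, F38B6.2 and F38B6.17 near acr-2, and C30A5.11 near unc-86. C18A3.20 was also the lower gene with the smallest p in flp-7 against pan-neuronal cells, and its difference may thus reflect the reporter strain. A strain variant stays open as an untested explanation.

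Between 2603 and 7838 genes were listed at 0 in a library, some of them abundant elsewhere. A filter on the number of cells per gene would leave a step in the number of genes by cells. Over the summed pan-neuronal libraries, 3.86 times as many genes were seen in exactly 6 cells as in exactly 5, consistent with such a filter, and 7 of 16 single libraries had a ratio over 2, while the others did not. Absence of a gene from a library is therefore weak evidence that its cells lack it.

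Heat-shock genes took 8.00% and 13.0% of UMIs in the flp-7 libraries and 0.0445% and 0.0782% in the pan-neuronal ones. A small number of damaged cells would leave the median cell low, but the lower of the flp-7 medians was 7.95%, and the other was 12.0%, against 0 in both pan-neuronal libraries. Leaving the heat-shock genes out gave 231 called genes against 246, which decides nothing about their own level, since the TMM scaling already takes out a shift shared by the other genes. Handling of the cells, age and strain cannot be separated in this design, and could each contribute. The P-lineage libraries stood at 4.28%, 7.57%, 9.34% and 4.60%, and the libraries of the other sorts between 0.230% and 5.00%, so the pan-neuronal libraries were the lowest of the 16.

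Ribosomal RNA genes took 24.6% of UMIs in the methanol-fixed library against 4.93% in the live one, and 0.353% to 5.92% elsewhere. Free ribosomal RNA at a like amount in every droplet would give small cells a far higher share. In the fixed library the share in the cells with the fewest other UMIs was 1.19 times that in the cells with the most. Other UMIs differed 9.06 times and ribosomal RNA UMIs 8.56 times, which argues against free RNA there. In the live library the share did fall with depth, from 12.5% at a median of 294 other UMIs to 2.61% at 6016. Free RNA therefore stays open for live cells. With matched classes the share was still 4.70 times higher in fixed cells, which argues against class mix. Depth was not matched there, and fixed cells were shallower, so depth may account for part of that ratio. Fixed cells with a median of 1848 other UMIs stood at 24.4%. Live cells stood at 11.1% with a median of 1318 and at 6.19% with 2764. The lowest share among fixed cells grouped by depth, 21.6%, still exceeded the highest among live ones, 12.5%. An effect of fixation stays open, untested with 1 library of each kind.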
